A study of Mus musculus with 144 samples. Its data were reported in "Multi-Walled Carbon Nanotube-Induced Gene Expression Biomarkers for Medical and Occupational Surveillance" (2019).

How the data were processed

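Gene expression was measured in whole blood of male C57BL/J6 mice that had received a single pharyngeal aspiration of dispersion medium (DM, the vehicle), of 1, 10, 40 or 80 µg of multi-walled carbon nanotubes (MWCNT), or of 120 µg of crocidolite asbestos, and from which blood was taken 1, 6 or 12 months later. The authors hybridized labelled cDNA made from the RNA to Affymetrix Mouse Gene ST 2.1 array plates. The deposited values are log2 expression values, which per the labels the authors computed with the robust multi-array average (RMA) in the oligo package. The submitters' processing notes name oligo, RMA and limma without versions. The table holds 41345 probe sets on 144 arrays, and every per-sample column was used. For arrays, their number is what limits the precision.

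Each array was assigned to its group from its label alone. The 18 groups hold 6 to 9 mice each, 139 mice in all. In 5 cases, 2 arrays of a group carried the same mouse number, and these were averaged and counted as 1 mouse. The values leave it in doubt that both arrays came from 1 mouse (see the closing section). In 2 labels the material is spelled MWNCT and was read as MWCNT. Probe sets were joined to genes by the platform's probe table. Of the 41345 probe sets, 23521 had 1 gene symbol, 1814 had several and 16010 had none. Symbols were updated through gene IDs with a gene table of assembly GRCm38.p6, where 23328 of the 23521 IDs were found, and the other 193 kept their symbol. Tests used the 23521 probe sets with 1 symbol, which stand for 22180 genes, and dim probe sets were kept. Counts of changed genes are counts of these probe sets.

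The comparisons, tests, gene lists, naming rule and most alternatives were chosen before the data were examined. All 18 group means were fitted together with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), and 25 comparisons were drawn from that fit. They were each exposed group against the DM group of the same month (15 comparisons), a trend over DM and the 4 MWCNT doses on the log2 of the dose plus 1, scaled to the change from DM to 80 µg (3), crocidolite against 80 µg MWCNT (3), DM mice at 6 and 12 months against DM mice at 1 month (2), and an F test of whether the effect of 80 µg MWCNT or of crocidolite differed between months (2). P-values were adjusted by Benjamini-Hochberg within each comparison. A gene was called changed at an adjusted p under 0.10. The number that also differed by at least 1.5-fold at an unadjusted p under 0.05, as in the study's thresholds, was counted beside it. A log2 change is followed by its standard error from the fit, and a group mean by its SD.

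The naming rule took, among the changed genes, up to 12 of the largest rises and 12 of the largest falls in the trend, 80 µg and crocidolite comparisons and up to 5 of each in the others. Where fewer than 5 genes passed, the 3 with the smallest p were taken and are named as not passing. Up to 10 were taken for an effect by month, and up to 4 members, by smallest p, of each called list. Predicted genes without a given name, microRNA, snoRNA and olfactory receptor genes were passed over. The text prints part of what the rule picked, chosen for a described function after the values were seen. A gene with several probe sets is represented by that of smallest p, or within lists by the brightest.

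There were 28 gene lists, with 1 probe set per gene. They covered cell types (erythroid, neutrophil, monocyte, B cell, T cell, natural killer and cytotoxic, platelet, eosinophil and basophil, antibody-secreting), processes (interferon, inflammation, immediate-early, circadian, glucocorticoid, proliferation, histone, p53, oxidative stress, fibrosis, heat shock and unfolded protein response, ribosomal protein, respiratory chain, mitochondrial genome) and tissues not counted among blood cells (skin, muscle, lung epithelium, endothelium, olfactory receptor). Lists were tested with camera at its preset correlation of 0.01 and called at an adjusted p under 0.05. Beside it, camera was run with the correlation estimated from the data. The fry test asks whether a list's genes move, on balance, one way, without comparing the list with other genes. A list's members were also adjusted over the list alone. For 15 genes that the study named in blood, the 4 doses, the trend and crocidolite were read at the month the study names.

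Array quality was described by the array spread, the interquartile range of an array's log2 deviations from the probe set medians, and by the median correlation of an array with the others. Permutation tests, each 2-sided, of single values used 100000 resamples. For each comparison, 100 splits of the mice into groups of the same sizes, the real one included, were refitted. The labels name no plate or batch, and the array number in the labels, split after 96, stood in for one.

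The fit was tested on simulated data with the real means and spreads of the 23521 probe sets, in which 200 were changed in the 80 µg against DM comparison at 12 months. It recovered 26.9% of the probe sets changed by 1.5-fold, 85.1% of those changed by 2-fold and 93.9% of those changed by 3-fold. It made 151 calls there, 14 of them false. The simulated values had no correlation between genes, which real arrays have.

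Alternatives tried were the first array of a repeat pair, fits of the compared groups alone, the array number split as a block, dim probe sets left out, all probe sets, array weights, the array median subtracted, quantile normalization again, eBayes with trend and robust, an adjusted p under 0.05, the methods' analysis of variance, dose in µg as it is, and the mean of the 4 MWCNT groups. After the data were seen, 3 were added: arrays with a median correlation under 0.85 left out, the array spread as a covariate, and arrays 1 to 96 alone.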

Results

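Blood was collected from mice 1, 6 or 12 months after a single aspiration into the lung of DM, of 1, 10, 40 or 80 µg of MWCNT, a stiff fibre-shaped nanomaterial, or of 120 µg of crocidolite, an asbestos fibre used as the reference material. Whole-blood RNA mixes the transcripts of red cells, platelets, lymphocytes, monocytes and neutrophils, so a gene's level moves both with its regulation and with the share of the cells that express it. The 18 groups hold 6 to 9 mice each, and the number of arrays sets the precision. Of the 23521 probe sets in each comparison, 1176 would have an unadjusted p under 0.05 if nothing changed. The DM groups had 7 mice at 1 month, 8 at 6 months and 8 at 12 months.

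The spread of the arrays differed between groups without passing after adjustment. At 12 months the array spread averaged 0.655 ± 0.103 (SD, n = 32) in MWCNT mice against 0.573 ± 0.0306 (n = 8) in DM mice (2-sided permutation p = 0.0332, Benjamini-Hochberg adjusted p = 0.199 over 6 tests). Of the 13 arrays with a median correlation to the others under 0.85, 9 came from exposed mice at 12 months and 0 from DM mice of that month. The genes below are given with this in view.

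The first question was which genes moved in blood with the MWCNT dose. At 12 months, genes of B and T lymphocytes fell as the dose rose. Ccr7, the receptor that guides naive T cells and B cells to lymph nodes, fell by 1.02 ± 0.20 on the log2 scale over the trend from DM to 80 µg (adjusted p = 0.0113), from 6.55 ± 0.49 (SD, n = 8) in DM mice to 6.30 ± 0.55 (n = 9), 6.31 ± 0.53 (n = 8), 5.70 ± 0.66 (n = 7) and 5.43 ± 0.82 (n = 8) at 1, 10, 40 and 80 µg. Fcmr, the receptor for IgM on B cells, fell by 0.84 ± 0.18 (adjusted p = 0.0127), from 8.18 ± 0.29 in DM mice to 7.26 ± 0.45 at 80 µg. The immunoglobulin light chain segment Igkv4-59 had the largest fall, of 1.86 ± 0.40 (adjusted p = 0.0127), from 4.42 ± 0.55 to 2.11 ± 0.92. In all, 1454 of 23521 probe sets changed with the dose, 262 higher and 1192 lower, and 767 of them by at least 1.5-fold, 45 higher and 722 lower. The count was 166 after a second quantile normalization, 297 with only the compared groups fitted, 100 with the dose in µg and 2430 with the array number block. The probe sets called lower had a median signal of 4.46 and those called higher 1.15, against 1.58 for all tested. The direction of the calls thus went with signal level, which is taken up for the B cell list in the closing section.

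**Figure D1:**
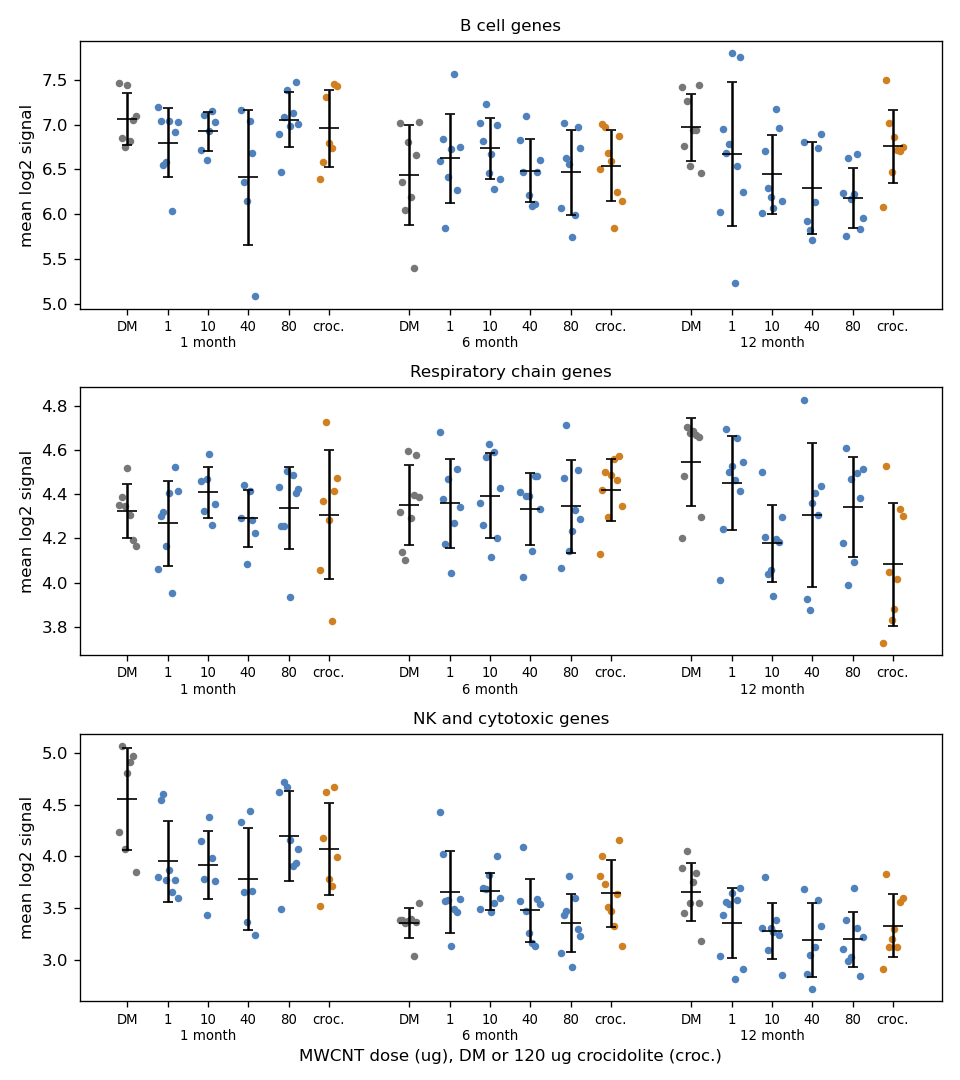
Mean log2 signal of the B cell, respiratory chain and NK and cytotoxic lists, 1 point per mouse, by group and month, with bars at the group mean ± SD. The B cell mean at 12 months was 6.97 ± 0.38 in DM mice (n = 8) and 6.19 ± 0.34 at 80 µg MWCNT (n = 8).

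Of the 15 B cell genes, 11 fell in the trend at 12 months, 0 rose and 4 did not pass over all genes, and all 15 fell when adjusted over the list alone. They include Blnk, an adaptor of B cell receptor signalling (-0.88 ± 0.21), Ebf1, a transcription factor of the B lineage (-0.90 ± 0.22), and Fcrla, an Fc receptor-like protein of B cells (-0.83 ± 0.22). The list was called lower (camera adjusted p = 8.51e-12, but adjusted p = 0.233 with an estimated correlation), and its genes moved down on balance (fry adjusted p = 0.0038). Of the 15 T cell genes, 7 fell and 8 did not pass, and 11 fell when adjusted over the list alone (camera adjusted p = 1.04e-07, adjusted p = 0.233 with an estimated correlation). Cd8a, the co-receptor of cytotoxic T cells, fell by 0.86 ± 0.19, and Cd3g, a chain of the T cell receptor complex, by 0.82 ± 0.21. Of the 14 NK and cytotoxic genes, 2 fell and 12 did not pass, Ccl5, a chemokine of effector lymphocytes (-0.89 ± 0.23), and Nkg7, a granule membrane protein (-0.67 ± 0.21), and the same number fell when adjusted over the list alone (adjusted p = 0.346 with an estimated correlation). Per mouse, the B cell mean fell by 0.71 ± 0.19 over the trend (2-sided permutation p = 0.00196). Within arrays 1 to 96 it fell by 0.77 ± 0.25, and within the arrays numbered 97 and up, which hold only 2 DM mice of that month, by 0.52 ± 0.35.

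Other named falls in the trend were Nrm, a protein of the nuclear envelope (-1.17 ± 0.24), Gimap1, a GTPase that lymphocytes need to survive (-1.05 ± 0.23), St6gal1, a sialyltransferase that B cells use to make the CD22 ligand (-1.05 ± 0.25), Nfkbie, an inhibitor of NF-kappaB (-1.06 ± 0.29), Terc, the RNA of telomerase (-1.04 ± 0.29), and H2-Q5, a class I antigen-presenting gene (-1.03 ± 0.28). Rises included genes with little known role in blood, Kiss1r, the kisspeptin receptor (0.78 ± 0.19), and Mcpt9, a mast cell protease (0.72 ± 0.21), at low signals of 2.15 ± 0.65 and 2.26 ± 0.99 at 80 µg. Of the 64 ribosomal protein genes, 12 fell, 1 rose and 51 did not pass, and 28 fell and 2 rose when adjusted over the list alone (adjusted p = 0.303 with an estimated correlation). Of the 78 nuclear respiratory chain genes, 12 fell and 66 did not pass, with 18 falling when adjusted over the list alone (adjusted p = 0.421 with an estimated correlation). The fall of this list's mean per mouse came within 2 standard errors of no change without the arrays of low correlation. The same was so with the array spread as a covariate. Mcm4 and Mcm5, parts of the helicase that opens DNA for replication, fell by 0.72 ± 0.17 and 0.90 ± 0.21, while the other 32 proliferation genes did not pass, and 2 fell over the list alone (adjusted p = 0.565 with an estimated correlation). Of the 18 immediate-early genes Zfp36 and Btg2, which restrain activated cells, fell by 0.72 ± 0.20 and 0.70 ± 0.20. The other 16 did not pass, and 6 of the list fell when adjusted over the list alone (adjusted p = 0.421 with an estimated correlation). Without the 13 arrays of low correlation, 463 probe sets changed in the trend, and with the array spread as a covariate 86 did, Ccr7 still among them.

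Against DM one dose at a time at 12 months, 80 µg changed 287 probe sets, 55 higher and 232 lower, of which 264 also by at least 1.5-fold. The median signal was 1.16 for the higher and 4.38 for the lower ones. Igkv4-59 fell by 2.31 ± 0.48 (adjusted p = 0.0273), Igkj1, a joining segment of the same light chain, by 1.27 ± 0.28, and Ccr7 by 1.12 ± 0.25. Of the 15 B cell genes, Blnk, Fcmr, Ebf1 and Fcrla fell, 0 rose and 11 did not pass, while 14 fell when adjusted over the list alone (camera adjusted p = 1.38e-12, adjusted p = 0.256 with an estimated correlation). Of the 15 T cell genes, Cd8a (-1.05 ± 0.23) and Ccr7 fell and 13 did not pass, and 10 fell when adjusted over the list alone (adjusted p = 0.256 with an estimated correlation). Of the 78 respiratory chain genes 4 fell and 74 did not pass, and 6 fell when adjusted over the list alone (adjusted p = 0.412 with an estimated correlation). Ndufv3, Ndufs7 and Ndufa9, subunits of complex I, changed by -0.86 ± 0.18, -0.86 ± 0.19 and -0.94 ± 0.23. The list mean of -0.20 ± 0.10 per mouse was -0.10 ± 0.10 without the arrays of low correlation. Among all 18 groups the DM mice of 12 months had the highest mean of this list. A high DM group may thus be part of its falls at 10 and 80 µg and in the trend. With the array spread as a covariate 1 probe set passed at 80 µg, and Ccr7 stood at -0.97 (adjusted p = 0.147).

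At 40 µg 10 probe sets changed, 3 higher and 7 lower, among them Ccl5 (-1.29 ± 0.28, adjusted p = 0.0596) and Mcm5 (-1.22 ± 0.27, adjusted p = 0.0596). At 10 µg 42 changed, 11 higher and 31 lower, among them Wdr77, a partner of the arginine methyltransferase PRMT5 (-1.07 ± 0.26), and Ndufv3 (-0.87 ± 0.18). It was the only one of 78 respiratory chain genes to pass there, while 36 fell when adjusted over the list alone (adjusted p = 0.462 with an estimated correlation). B cell genes were called lower at both doses, with 0 of 15 passing over all genes but 12 at 40 µg and 8 at 10 µg falling when adjusted over the list alone (adjusted p = 0.361 and 0.462 with an estimated correlation). At 10 µg the B cell mean was lower within arrays 1 to 96 but not within the later arrays. The comparisons with DM and the trend at 12 months share the same 8 DM mice, so they are not separate findings. At 1 µg limma called 0 probe sets, against 906 at an unadjusted p under 0.05, and the methods' analysis of variance also called 0. The gene with the smallest p there was Park7, an oxidative stress sensor (-0.76 ± 0.17, adjusted p = 0.242, not passing). Without the arrays of low correlation, 0 probe sets passed at 10 µg and 1 at 40 µg, while 428 did at 10 µg with only the first array of each repeated mouse.

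**Figure D2:**
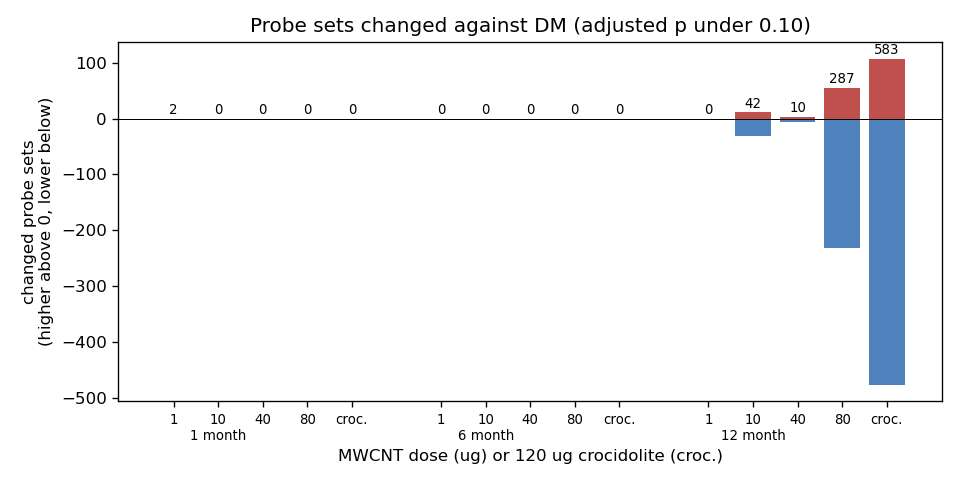
Probe sets changed against the DM mice of the same month (limma, adjusted p under 0.10), higher ones above 0 and lower ones below, with the sum printed over each bar. The calls lay almost entirely at 12 months, with 287 at 80 µg MWCNT and 583 with crocidolite, while 0 to 2 were made in each comparison at 1 and 6 months.

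Crocidolite was the reference fibre, and the question was what it did to blood on its own. At 12 months several nuclear genes of mitochondrial proteins fell, along with genes of other roles. Tspo, a protein of the outer mitochondrial membrane, fell by 1.37 ± 0.22 (adjusted p = 0.000191), from 6.32 ± 0.37 (SD, n = 8) to 4.94 ± 0.58 (n = 8). Atp5e, a subunit of ATP synthase, fell by 1.45 ± 0.31 (adjusted p = 0.00831), Chchd10, a protein of the mitochondrial intermembrane space, by 1.32 ± 0.26, and Atox1, a copper chaperone, by 1.40 ± 0.27. Nedd8, a ubiquitin-like modifier, fell by 1.32 ± 0.22 (adjusted p = 0.000345), from 7.06 ± 0.39 to 5.74 ± 0.77. In all 583 probe sets changed, 476 of them lower, and 484 changed by at least 1.5-fold, 97 higher and 387 lower. The probe sets called lower had a median signal of 5.00 and those called higher 1.36, so direction went with signal level here too.

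Of the 78 nuclear respiratory chain genes, 20 fell with crocidolite at 12 months, 0 rose and 58 did not pass, and 46 fell when adjusted over the list alone. Cox5a, a subunit of cytochrome oxidase, fell by 1.04 ± 0.23, Ndufs7 by 0.93 ± 0.19 and Ndufa2 by 0.94 ± 0.21. The list was called lower (camera adjusted p = 9.61e-18, but adjusted p = 0.139 with an estimated correlation) and moved down on balance (fry adjusted p = 0.00045). Its mean per mouse fell by 0.46 ± 0.10 (2-sided permutation p = 0.00337), by 0.57 ± 0.13 within arrays 1 to 96 and by 0.19 ± 0.14 within the later arrays. The later arrays hold only 2 crocidolite mice and 2 DM mice of that month. The DM mice of 12 months had the highest mean of this list among all 18 groups, and the crocidolite mice of 12 months the lowest. A high DM group may therefore be part of the fall. The list of the mitochondrial genome's own genes was called higher, with a median change of 0.30, but 0 of 10 passed over all genes or over the list alone and the 2 lists were not tested against each other (camera adjusted p = 8.85e-05, adjusted p = 0.393 with an estimated correlation). Of the 64 ribosomal protein genes, 15 fell and 49 did not pass, and 29 fell when adjusted over the list alone (adjusted p = 0.202 with an estimated correlation), among them Rpl7 (-0.91 ± 0.20), Rps19 (-0.92 ± 0.21) and Rpl35 (-0.83 ± 0.19). Ribosomal protein genes were also higher in DM mice at 12 months than at 1 month, as given below.

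Among platelet genes 3 fell with crocidolite. Gp9, part of the platelet receptor for von Willebrand factor, fell by 0.78 ± 0.15 (adjusted p = 0.00364), from 11.95 ± 0.14 to 11.18 ± 0.44, and Pf4, a chemokine of platelet granules, by 0.80 ± 0.17 (adjusted p = 0.00831). With Treml1, a receptor of platelet granules (-0.76 ± 0.22), they were the 3 of 14 platelet genes that fell, 11 did not pass, and 8 fell when adjusted over the list alone (adjusted p = 0.393 with an estimated correlation). Gp9 and Pf4 were also higher in DM mice at 12 months than at 1 month, as given below. A high DM group and an effect of crocidolite were not told apart for these genes. Within arrays 1 to 96 the platelet mean fell by 0.71 ± 0.21, but within the later arrays it stood 0.37 ± 0.27 higher. The fall was thus seen in arrays 1 to 96 only, but the later part, with 2 crocidolite mice and 2 DM mice, is too small to decide on it. The platelet mean's change of -0.45 ± 0.20 per mouse was -0.22 ± 0.17 without the arrays of low correlation and -0.30 ± 0.18 with the array spread as a covariate, both within 2 standard errors of 0. Of the 34 proliferation genes Mcm4 and Kif23, a motor protein of dividing cells, fell by 0.71 ± 0.20 and 0.69 ± 0.22, with 13 falling when adjusted over the list alone (adjusted p = 0.377 with an estimated correlation). Among 17 erythroid genes Ermap and Tspo2 fell by 0.73 ± 0.23 and 0.87 ± 0.28, and 1 of 21 histone genes, H2bc9, fell by 0.81 ± 0.26 (adjusted p = 0.653 and 0.204 with an estimated correlation). The monocyte list was called higher with 0 of 15 genes passing, Cx3cr1, the fractalkine receptor, at 1.03 ± 0.46 (adjusted p = 0.255 for the gene, adjusted p = 0.395 for the list with an estimated correlation). Cd300ld3, a receptor of the CD300 family of myeloid cells, rose by 1.38 ± 0.38, and Cwc22, a splicing factor, by 0.99 ± 0.29, with all of its 8 probe sets higher. Without the arrays of low correlation 91 probe sets changed with crocidolite, and Tspo still fell by 1.23 (adjusted p = 0.00295).

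Crocidolite and 80 µg MWCNT were also compared with each other, though their masses differ. At 12 months 71 probe sets differed, 26 higher and 45 lower with crocidolite, 61 of them by at least 1.5-fold. Cr2, the complement receptor of B cells, was higher (adjusted p = 0.088), at 5.34 ± 0.49 (SD, n = 8) against 3.84 ± 0.98 (n = 8). It was the only one of 15 B cell genes to pass over all genes, and 8 were higher when adjusted over the list alone (adjusted p = 0.551 with an estimated correlation). Cpa3, a protease of mast cells and basophils, was higher by 1.21 ± 0.32. Atp5e (-1.28 ± 0.31) and Tspo, at 4.94 ± 0.58 against 5.94 ± 0.52, were lower with crocidolite. Of 15 monocyte genes 0 passed over all genes and 9 were higher when adjusted over the list alone, Csf1r, the receptor for macrophage growth factor, at 1.00 ± 0.33 (adjusted p = 0.164 for the gene, adjusted p = 0.551 for the list with an estimated correlation). At 1 and 6 months limma called 0 probe sets between the materials, against 1027 and 1035 at an unadjusted p under 0.05, and the methods' analysis of variance also called 0. With limma's array weights, or with only the compared groups fitted, 0 passed at 12 months, while 1501 did without the arrays of low correlation.

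At 6 months no exposed group differed from DM at the threshold. For MWCNT, limma called 0 probe sets at 1, 10, 40 and 80 µg and in the trend, against 791, 744, 661, 879 and 786 at an unadjusted p under 0.05, and for crocidolite 0 against 950. The methods' analysis of variance, run for the doses and crocidolite, also called 0 in each. The smallest p at 80 µg belonged to Retnla, which encodes a protein secreted in type 2 immune responses by alternatively activated macrophages. It stood 3.08 ± 0.64 higher (adjusted p = 0.102, not passing), at 4.19 ± 1.36 (SD, n = 8) against 1.11 ± 1.03 (n = 8) in DM mice. The DM level lies under the 90th percentile of olfactory receptor probe sets, 1.52, so the size of this change is not exact. In the trend Retnla stood at 2.43 ± 0.53 and Prg4, the lubricant glycoprotein lubricin, at 2.60 ± 0.64, also not passing (adjusted p = 0.224 and 0.411). Retnla passed at 80 µg without the arrays of low correlation (3.37, adjusted p = 0.0478), with the array spread as a covariate (3.10, adjusted p = 0.0661) and with array weights (3.24, adjusted p = 0.0746), but not with the array number block (2.91, adjusted p = 0.316), the array median subtracted (3.07, adjusted p = 0.144) or only the compared groups fitted (3.08, adjusted p = 0.121). With crocidolite the monocyte list was called higher, with 0 of 15 genes passing over all genes and 4 over the list alone, Clec4a3 at 0.86 ± 0.32 (adjusted p = 0.631 for the list with an estimated correlation). The inflammation list was also called higher there, with 0 of 21 genes passing either way, Il1b at 0.67 ± 0.29 (adjusted p = 0.631 for the list with an estimated correlation).

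At 1 month 1 µg MWCNT lowered Yipf2, a protein of Golgi transport (-1.02 ± 0.20, adjusted p = 0.0269), and Txlna, a syntaxin-binding protein (-0.98 ± 0.21, adjusted p = 0.0987), the only 2 probe sets called there, both by more than 1.5-fold. With only the compared groups fitted, with only the first array of each repeated mouse, after a second quantile normalization, within arrays 1 to 96 alone or with the methods' analysis of variance, 0 passed there. At 10, 40 and 80 µg, with crocidolite and in the trend, limma called 0, against 868, 2695, 441, 910 and 589 at an unadjusted p under 0.05, and the methods' analysis of variance, not run for the trend, also called 0. NK and cytotoxic genes were called lower in each exposed group against DM, though not alone. Of the 28 lists 10, 8, 9 and 3 were called lower at 1, 10, 40 and 80 µg, and 11 with crocidolite. These comparisons share the same 7 DM mice, whose mean of 4.56 ± 0.49 (SD) was the highest of all 18 groups, so they are not separate findings. At 40 µg 0 of the 14 passed over all genes and 11 fell when adjusted over the list alone, and the call held with an estimated correlation (adjusted p = 0.0374), with a median of -0.84. Prf1, the pore-forming protein of killer cells, stood at -1.14 ± 0.33 and Gzma, a granule protease, at -1.20 ± 0.36. At 10 µg 0 passed and 11 fell when adjusted over the list alone, with a median of -0.73 (adjusted p = 0.00706 with an estimated correlation). At 1 and 80 µg and with crocidolite the list had adjusted p = 0.0579, 0.257 and 0.226 with an estimated correlation. At 40 µg 13 of 15 B cell genes fell when adjusted over the list alone, and 0 passed over all genes (adjusted p = 0.304 with an estimated correlation). The B cell mean per mouse changed there by -0.65 ± 0.26, but by -0.38 ± 0.27 within arrays 1 to 96, which leave out 2 DM mice and the 40 µg mouse with the lowest mean, 5.09 against 6.15 to 7.16 in the other 5.

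DM mice of different months differ in age and collection day without any fibre, and the 1-month DM group itself is not separable from these. Genes of killer lymphocytes were lower at the later months, though not alone. Of the 28 lists 9 were called lower at 6 months and 5 at 12 months, and the B cell mean was lower at 6 months too. Ncr1, the NK cell receptor NKp46, fell from 6.45 ± 0.33 (SD, n = 7) at 1 month to 4.07 ± 0.52 (n = 8) at 12 months (-2.39 ± 0.39, adjusted p = 6.43e-05), and by 1.83 ± 0.39 to 6 months. Klrd1, the CD94 chain of NK receptors, fell by 1.66 ± 0.29 to 6 months (adjusted p = 0.00195), from 5.74 ± 0.36 to 4.08 ± 0.54, and Klrc1, its NKG2A partner, by 2.22 ± 0.42. Il2rb, the interleukin-2 and interleukin-15 receptor chain, fell by 1.88 ± 0.41 to 6 months and by 1.86 ± 0.41 to 12 months. In all 926 probe sets changed by 6 months, 814 of them lower, and 856 by at least 1.5-fold. By 12 months 1.51% of the probe sets changed, 90 of them higher and the rest lower, and 329 by at least 1.5-fold. Within arrays 1 to 96 alone, 74 and 20 probe sets passed.

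Of the 14 NK and cytotoxic genes, 12 fell by 6 months and 2 did not pass (13 fell over the list alone), and 7 fell by 12 months and 7 did not pass (9 over the list alone). These calls held with an estimated correlation (adjusted p = 0.000196 and 0.00451). The T cell list fell at 6 months with 9 of 15 genes, among them Cd3e (-1.27 ± 0.28) and Bcl11b, a factor of T cell identity (-1.18 ± 0.27), and 12 fell when adjusted over the list alone (adjusted p = 0.0423 with an estimated correlation). At 12 months 5 of the 15 fell, 9 over the list alone (adjusted p = 0.062 with an estimated correlation). Of the 28 interferon-stimulated genes, 8 fell by 12 months and 20 did not pass, with 18 falling when adjusted over the list alone (adjusted p = 0.0143 with an estimated correlation). They include Oas2, a sensor of double-stranded RNA (-1.33 ± 0.33), and Usp18, a brake on interferon signalling (-1.02 ± 0.27). By 6 months 8 had fallen, with 16 over the list alone, but the call ended (adjusted p = 0.113 with an estimated correlation). Tm4sf1 (1.46 ± 0.22, adjusted p = 6.78e-06), a membrane protein of the tetraspanin-like family, and Tspan17, a tetraspanin (1.36 ± 0.25), rose by 12 months. Platelet Pf4 and Gp9 rose by 0.69 ± 0.18 and 0.54 ± 0.16 by 12 months, the 2 of 14 platelet genes that did (adjusted p = 0.669 for the list with an estimated correlation). Ribosomal protein genes were higher by 12 months, with 4 of 64 rising and 15 over the list alone (adjusted p = 0.21 with an estimated correlation). The 78 respiratory chain genes had a median of 0.22 with 0 passing over all genes or over the list alone (adjusted p = 0.478 with an estimated correlation).

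Whether an exposure's effect differed between months was tested directly. For 80 µg MWCNT limma called 0 probe sets, against 1491 at an unadjusted p under 0.05. For crocidolite 13 differed, and they include Tspo, a nuclear gene of a mitochondrial protein, and the modifier Nedd8 (adjusted p = 0.079 for both), Eif5a, a translation factor, and Atox1 (adjusted p = 0.094 for both), and the ribosomal protein gene Rpl29 (adjusted p = 0.0958). Without the arrays of low correlation, or with the array spread as a covariate, 0 passed.

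The study named 15 genes in blood and had chosen them partly on these samples, so their behaviour here is not independent evidence. Of the 15, 14 had a probe set with 1 gene. They gave 84 tests with limma, of which 0 passed over all genes, 7 had an unadjusted p under 0.05 and 6 passed when adjusted over the list alone. The study named all of its blood genes but Sytl3 at 1 or 6 months. At those months the methods' analysis of variance, run here, called 0 probe sets in each exposed group. The study's own test used a different number of probes. Slc22a5, the carnitine transporter, was lower at 1 month with 1, 10, 40 and 80 µg by log2 changes of -0.89, -0.96, -0.91 and -0.96 and in the trend by -0.68 (over the list alone, adjusted p from 0.0332 to 0.0497). At 80 µg its level was 1.35 ± 0.52 (SD, n = 8) against 2.31 ± 0.40 (n = 7) in DM mice, and all 4 MWCNT groups lay under the 90th percentile of olfactory receptor probe sets, 1.52, so the sizes of these changes are not exact. The tests of Slc22a5 and Slc7a1 share the same 7 DM mice, so they are not separate findings. Slc7a1, a transporter of arginine and other cationic amino acids, was lower at 1 µg by a log2 change of -0.85 (adjusted over the list alone, p = 0.0736). It stood at -0.62 at 10 µg, -0.54 at 40 µg and -0.42 with crocidolite, none passing either way, and at 80 µg its change of 0.01 turned to -0.01 with array medians subtracted. Rimklb, an amino acid ligase, stood higher at 40 µg (0.44, not passing), against its published direction. It also stood higher at the other doses, in the trend and with crocidolite. Tuba1b, published as higher, stood lower at all 4 doses and in the trend, not passing. Of the 84 tests 49 went in the published direction and the others against it.

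Of the 28 lists, those of eosinophils and basophils, antibody-secreting cells and p53 targets were called in 0 of 23 comparisons. Of the list calls made with the preset correlation, 6 held with an estimated one, the NK and cytotoxic list at 10 and 40 µg at 1 month and in DM mice at 6 and 12 months, the T cell list in DM mice at 6 months and the interferon list in DM mice at 12 months. All 6 rest on the same 7 DM mice of 1 month. At 6 and 12 months no list call of an exposed group held with an estimated correlation. With the preset one, 12 lists had been called in the trend at 12 months, 11 with crocidolite and 9 at 80 µg. The olfactory receptor list, of genes not known to be used by blood cells, was called higher in the trend at 12 months, with 10 of 1105 rising and 1 falling (adjusted p = 0.303 with an estimated correlation), at a median signal of 0.89 against 1.58 for all probe sets with 1 gene. Rises of dim probe sets are therefore no evidence of expression here. In the same trend the lung epithelial list was called higher, but of its 15 genes only Napsa passed, and it fell (-0.61 ± 0.20), and the skin list was called higher with 0 of 15 passing (adjusted p = 0.233 for both with an estimated correlation). The neutrophil list was called lower there with 0 of 22 passing, and the heat shock and unfolded protein list with 0 of 15 (adjusted p = 0.565 and 0.479 with an estimated correlation). In DM mice the glucocorticoid list was called lower at 6 months, with Zbtb16 falling by 0.81 ± 0.25, and the circadian list with Bhlhe40 falling by 0.91 ± 0.25, 1 of 12 and 1 of 15 genes (adjusted p = 0.228 and 0.144 with an estimated correlation), and the muscle list higher with 0 of 16 (adjusted p = 0.228 with an estimated correlation). With crocidolite the fibrosis list was called higher at 12 months with 0 of 22 passing, and at 1 month the oxidative stress and endothelial lists lower with 0 of 17 and 0 of 14 (adjusted p = 0.23, 0.55 and 0.484 with an estimated correlation).

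**Figure D3:**
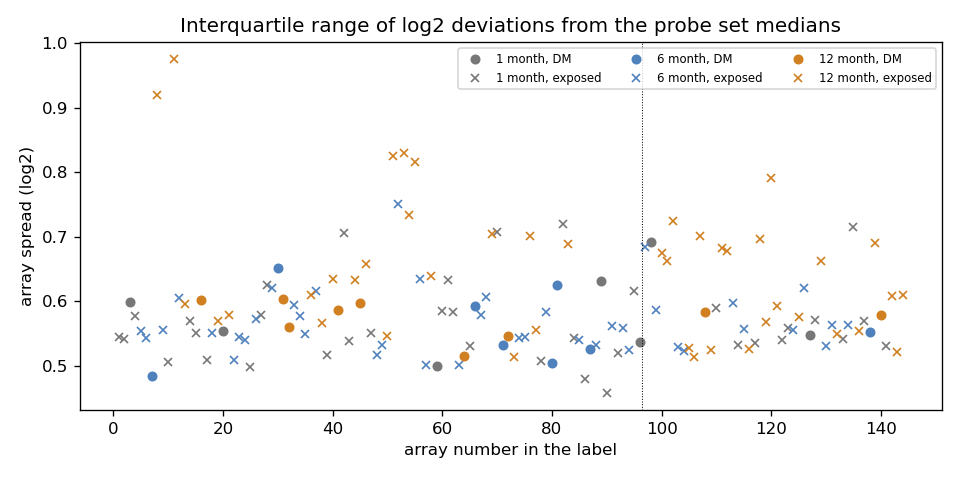
Array spread, the interquartile range of an array's log2 deviations from the probe set medians, against the array number in the label, by month, with circles for DM mice and crosses for exposed mice and a dotted line after array 96. The widest arrays came from exposed mice at 12 months, where MWCNT mice averaged 0.655 and DM mice 0.573.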

Values the study reported

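The study reported 15 distinct mRNAs whose blood changes matched those of cultured cells. It counted 8 shared with small airway epithelial cells, of which 1 was higher and 7 were lower, and 8 shared with microvascular endothelial cells, of which 5 were higher and 3 were lower. It named 2 genes, SLC7A1 and SLC22A5, as lower in lung, blood and cells alike.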

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

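The test of whether DM mice at 1 month stood apart was chosen only after the result was seen, as were the alternatives that leave out arrays of low correlation, use the array spread as a covariate or keep arrays 1 to 96 alone.

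The first pattern is the fall of B cell genes with the MWCNT dose at 12 months, by 0.71 ± 0.19 per mouse. With the array number split as a covariate the mean changed by -0.71 ± 0.19, and with the array spread as a covariate by -0.57 ± 0.18, so neither removes the fall of the mean. Most calls of single genes did end with the array spread as a covariate, which left 86 of 1454 probe sets in the trend and 1 of 287 at 80 µg. The list's mean change lay at the 0.0100 percentile of 10000 random lists matched on signal level, the smallest possible, beyond their median of -0.30 and their lower limit of -0.53, although such lists fell too. The covariate fits argue against array number and array spread as the whole cause of the fall in the list mean. The random lists lack the correlation between genes of a marker list, so the percentile cannot decide on signal level. A loss of B cells from blood, a lower output per cell or a shift toward other cells stays open as a hypothesis, since cell counts were not used here.

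The second pattern is the fall of nuclear respiratory chain genes with crocidolite at 12 months, by 0.46 ± 0.10 per mouse. The DM mice of 12 months had the highest mean of this list among all 18 groups, and these crocidolite mice the lowest. How much of the fall lies with that DM group was not tested. With the array number split as a covariate the list mean changed by -0.47 ± 0.10, and with the array spread as a covariate by -0.37 ± 0.09. Its mean change lay at the 0.0100 percentile of 10000 matched random lists, again the smallest possible, with their median at -0.16 and their lower limit at -0.29. The covariate fits argue against array number and array spread as the whole of this fall. The percentile cannot decide on signal level here, for the same reason as above. Within the later arrays, with only 2 crocidolite mice and 2 DM mice, the fall was 0.19 ± 0.14. A change of the cells in blood and a change within cells both stay open as untested.

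The third pattern is the fall of NK and cytotoxic genes in DM mice from 1 month to 6 and 12 months, by 1.05 ± 0.16. With the array number split as a covariate it was -1.07 ± 0.15, which argues against that split as its cause. The 5 exposed groups also fell, by a mean of -0.57 ± 0.07, with -0.45, -0.44, -0.45 and -0.92 at 1, 10, 40 and 80 µg and -0.58 with crocidolite. The difference of 0.49 ± 0.17 from DM mice had a permutation p of 0.0233 (adjusted p = 0.0932 over 4 lists), and the bound set for the test lay within its spread, so an unusual DM group at 1 month and an effect of exposure at 1 month cannot be told apart. Age, which all groups share, stays open for the common part of the fall.

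Groups of the same sizes were drawn at random 100 times for every count, the real grouping included. For 80 µg at 12 months 1 of 100, the real grouping alone, gave as many (287 real, highest other 20). The same was so for DM mice at 6 months (926 real, highest other 828) and at 12 months (1.51% of the probe sets real, highest other 1.13%). With 100 groupings 1 is the smallest number possible, and no limit was adjusted over the 25 comparisons. These counts came under the limit of 5 in 100 set for a single comparison, which does not exclude chance over all 25. Also under that single limit, though with other groupings that gave more, came 1 µg at 1 month (2 of 100, 2 real, highest other 3), 10 µg at 12 months (2 of 100, 42 real, highest other 86), and 40 µg at 12 months (4 of 100, 10 real, highest other 1873). Chance is not excluded for them. The same holds for crocidolite at 12 months (3 of 100, 583 real, highest other 3170), for the trend at 12 months (2 of 100, 1454 real, highest other 3934) and for crocidolite between months (3 of 100, 13 real, highest other 324). Crocidolite against 80 µg at 12 months did not come under the limit even singly, as 10 of 100 gave as many as the real 71 and the highest other gave 3077. Chance cannot be excluded there either. Random groups that call several times the real count point to a structure of the samples or a correlation between genes, which were not told apart by a test. This is the case at 12 months for 40 µg, crocidolite, the trend and crocidolite against 80 µg, and for crocidolite between months.

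For the 15 counts of 0 by limma all 100 groupings gave as many, as any must, so this test says nothing about chance there. At 1 month the highest others were 1, 3 and 148 for 10 and 80 µg and crocidolite, 0.54% of the probe sets for 40 µg, and 2 for the trend. They were 1, 2, 171, 9 and 3 at 6 months for 1, 10, 40 and 80 µg and crocidolite, and 8 for the trend. They were 514 for 1 µg at 12 months, 5 and 14 for crocidolite against 80 µg at 1 and 6 months, and 2 for 80 µg between months. Those over 100 point the same way, as does the one for 40 µg at 1 month.

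Single mice far from the rest of their group were looked for in 110 sets of mice, and 8 were found, 1 by array spread, 3 by a list mean and 4 by a gene's level, while chance flags about 1 in 20 groups. With crocidolite at 12 months 1 mouse had an array spread of 0.975 against 0.513 to 0.689 in the others. The respiratory chain mean of 1 mouse at 80 µg at 1 month was 3.94 against 4.25 to 4.51. The NK and cytotoxic mean was 3.04 in 1 DM mouse at 6 months against 3.35 to 3.55, and 4.09 in 1 mouse at 40 µg at 6 months against 3.13 to 3.58. Nrm stood at 6.12 in 1 DM mouse at 12 months against 5.31 to 5.62, and at 3.10 in 1 mouse at 1 µg at 12 months against 5.06 to 6.07. Cr2 stood at 6.36 in 1 mouse with crocidolite at 12 months against 4.77 to 5.46, and Ccr7 at 4.32 in 1 mouse at 40 µg at 12 months against 5.56 to 6.34.

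The effect of crocidolite differed between months for 13 probe sets, by a test of the difference itself. Probe sets without exactly 1 gene, which the counts of the report leave out, also changed. At 12 months 0.0337% of them did at 40 µg, 0.230% at 80 µg, 2.1% with crocidolite, 1.73% in the trend and 0.0393% between crocidolite and 80 µg. In DM mice 0.583% did by 6 months and 0.325% by 12 months. At 40 µg at 1 month and at 1 µg at 6 months 0.00561% did, which is 1 probe set each.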

How the results depend on the processing

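The alternatives that leave out arrays of low correlation, use the array spread as a covariate or keep arrays 1 to 96 alone were chosen after the data were seen. Of the gene results named above, 98 kept their direction and their side of the threshold with the array number block, 91 with array medians subtracted, 80 with only the compared groups fitted, 92 with array weights, 78 without the arrays of low correlation and 62 with the array spread as a covariate. Over these 6 settings 98 of 606 such results missed the threshold they had passed, 6 passed it anew and 1 reversed. That one was Slc7a1, 80 ug MWCNT against DM at 1 month, near 0 throughout, at -0.0053 with array medians subtracted. The cause was not tested. The counts held within 1.5 times in 9 of 25 comparisons with array weights, the fewest of the settings run on all 25, and in 22 with limma's trended and robust prior or with the first array of a repeated mouse, the most. A count of 0 that stayed at 0 was taken as held, and most of the 25 counts were 0. These numbers therefore overstate how stable the calls were. With array weights every count above 0 moved by more than 1.5 times. List calls stayed within 1.5 times under 4 of the 5 alternatives run on them. The exception was the estimated correlation, with which only 6 were left and most calls ended. The genes the study named in blood had 0 passing under each of the 12 alternatives run on them. No paired analysis was possible because the labels give no replicate numbers that pair mice across groups. Signal over background limits the rest: the median of olfactory receptor probe sets was 0.89 and their 90th percentile 1.52, against a median of 1.58 for all probe sets with 1 gene, so 12241 of 23521 stood above that level.

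The counts that moved by more than 1.5 times follow, as a percent of the probe sets tested, with a dose or crocidolite standing for its comparison with DM and DM for its comparison with 1 month. Except where fewer samples or a stricter limit explain it, the cause was not tested. With only the first array of a repeated mouse the share was 0% for 1 µg at 1 mo, 0.0213% (5 probe sets) for crocidolite by time and 1.82% for 10 µg at 12 mo. With only the compared groups fitted the share was 0% for 1 µg at 1 mo and crocidolite against 80 µg at 12 mo, 0.00425% (1 probe set) for 10 µg at 1 mo, 40 µg at 12 mo and crocidolite by time, 0.804% for crocidolite at 12 mo and 1.04% for 10 µg at 12 mo. It was 1.26% for the trend at 12 mo, 1.85% for 80 µg at 12 mo, 3.12% for DM at 12 mo and 6.28% for DM at 6 mo. Over all probe sets the share was 0% for crocidolite by time, 0.00242% (1 probe set) for 1 µg at 1 mo, 40 µg at 1 mo and 1 µg at 6 mo, 0.0121% (5 probe sets) for 10 µg at 12 mo and 0.0387% for 40 µg at 12 mo. There it was 0.0532% for crocidolite against 80 µg at 12 mo, 0.314% for 80 µg at 12 mo, 1.36% for DM at 6 mo and 2.22% for crocidolite at 12 mo. With array weights the share was 0% for crocidolite against 80 µg at 12 mo, 0.00425% (1 probe set) for 80 µg at 1 mo, 80 µg at 6 mo and crocidolite against 80 µg at 1 mo, 0.00850% (2 probe sets) for crocidolite at 1 mo and 0.0128% (3 probe sets) for 40 µg at 12 mo. The share was 0.0213% (5 probe sets) for 40 µg at 1 mo, 0.0425% for 10 µg at 1 mo, 0.0723% for 1 µg at 1 mo and 0.748% for crocidolite by time. For the rest it was 2.49% for 80 µg at 12 mo, 3.21% for the trend at 12 mo, 6.59% for crocidolite at 12 mo and 7.74% for 10 µg at 12 mo. That setting gave 8.59% for DM at 6 mo and 8.89% for DM at 12 mo. With array medians subtracted the share was 0% for crocidolite against 80 µg at 12 mo and crocidolite by time, 0.00425% (1 probe set) for 1 µg at 1 mo and 10 µg at 6 mo, 0.0255% (6 probe sets) for 40 µg at 12 mo and 0.434% for 10 µg at 12 mo. After a second quantile normalization the share was 0% for 1 µg at 1 mo, 0.00425% (1 probe set) for 80 µg at 6 mo, 0.174% for 80 µg at 12 mo and 0.553% for DM at 6 mo. Further shares were 0.706% for the trend at 12 mo and 1.16% for crocidolite against 80 µg at 12 mo. With limma's trended and robust prior the share was 0% for crocidolite by time, 0.00425% (1 probe set) for 1 µg at 1 mo and 0.0468% for 10 µg at 12 mo. At an adjusted p under 0.05 the share was 0% for 40 µg at 12 mo, crocidolite against 80 µg at 12 mo and crocidolite by time, 0.00425% (1 probe set) for 1 µg at 1 mo, 0.0213% (5 probe sets) for 10 µg at 12 mo and 0.187% for 80 µg at 12 mo. The others were 0.455% for DM at 12 mo, 0.961% for DM at 6 mo, 0.999% for crocidolite at 12 mo and 2.28% for the trend at 12 mo. With the methods' analysis of variance after Benjamini-Hochberg adjustment the share was 0% for 1 µg at 1 mo and 40 µg at 12 mo, 0.00425% (1 probe set) for crocidolite against 80 µg at 12 mo, 0.0170% (4 probe sets) for 10 µg at 12 mo and 0.225% for crocidolite at 12 mo. It stood at 0.791% for 80 µg at 12 mo and 2.27% for DM at 6 mo. With that test at the fold threshold of the methods too the share was 0% for 1 µg at 1 mo and 40 µg at 12 mo, 0.00425% (1 probe set) for crocidolite against 80 µg at 12 mo, 0.0170% (4 probe sets) for 10 µg at 12 mo and 0.196% for crocidolite at 12 mo. They were 0.621% for 80 µg at 12 mo, 0.969% for DM at 12 mo and 1.93% for DM at 6 mo. Without dim probe sets the share was 0.00801% (1 probe set) for 80 µg at 6 mo, 0.20% for crocidolite by time, 1.72% for 10 µg at 12 mo and 4.04% for 80 µg at 12 mo. The share was 12.4% for DM at 6 mo. With the array number block the share was 0.0170% (4 probe sets) for 40 µg at 12 mo, 0.0893% for crocidolite by time, 0.123% for crocidolite against 80 µg at 12 mo and 1.77% for 10 µg at 12 mo. Further shares were 3.90% for crocidolite at 12 mo and 10.3% for the trend at 12 mo. With the mean of the 4 MWCNT groups against DM the share was 0.0170% (4 probe sets) for the trend at 1 mo and 0.710% for the trend at 12 mo. With the dose taken in µg as it is the share was 0.00850% (2 probe sets) for the trend at 6 mo and 0.425% for the trend at 12 mo. With an estimated correlation 6 list calls were left.

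Within arrays 1 to 96 alone the share was 0% for 1 µg at 1 mo, 0.00425% (1 probe set) for 10 µg at 6 mo and 80 µg by time, 0.0255% (6 probe sets) for crocidolite against 80 µg at 12 mo and 0.0850% for DM at 12 mo. It was 0.204% for crocidolite by time, 0.315% for DM at 6 mo, 0.451% for 80 µg at 12 mo and 2.13% for the trend at 12 mo. There it was 6.72% for 10 µg at 12 mo, 7.25% for 40 µg at 12 mo and 9.97% for crocidolite at 12 mo. Without the arrays of low correlation the share was 0% for 10 µg at 12 mo and crocidolite by time, 0.00425% (1 probe set) for 80 µg at 6 mo and 40 µg at 12 mo, 0.387% for crocidolite at 12 mo and 1.97% for the trend at 12 mo. For the rest it was 2.50% for DM at 6 mo, 2.57% for DM at 12 mo and 6.38% for crocidolite against 80 µg at 12 mo. With the array spread as a covariate the share was 0% for 10 µg at 12 mo and crocidolite by time, 0.00425% (1 probe set) for 80 µg at 6 mo, 40 µg at 12 mo and 80 µg at 12 mo, 0.366% for the trend at 12 mo and 0.476% for crocidolite at 12 mo. That setting gave 0.906% for crocidolite against 80 µg at 12 mo, 2.69% for DM at 12 mo and 8.60% for DM at 6 mo.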

Other observations

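T cell genes also fell per mouse in the trend at 12 months, by 0.53 ± 0.14 (2-sided permutation p = 0.00031), by 0.50 ± 0.19 within arrays 1 to 96 and by 0.46 ± 0.23 within the later arrays. The later arrays hold only 2 DM mice of that month. Between 1 month and the later months, interferon-stimulated genes fell by 0.60 ± 0.13 in DM mice and by 0.39 ± 0.06 on average in the 5 exposed groups. T cell genes fell by 0.70 ± 0.15 and 0.46 ± 0.07, and B cell genes stood at -0.36 ± 0.21 and -0.31 ± 0.09. The differences between DM and exposed mice had adjusted p of 0.25, 0.296 and 0.819 over 4 lists.

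The array spread of MWCNT and DM mice averaged 0.564 and 0.580 at 1 month and 0.565 and 0.558 at 6 months. With crocidolite it averaged 0.578, 0.574 and 0.643 at 1, 6 and 12 months, and no difference from DM passed after adjustment.

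For 5 mice the labels give 2 arrays, and it stays in doubt that each pair came from 1 mouse. The partner array ranked 51, 53, 10, 1 and 79 among all other arrays by correlation, which ran from 0.897 to 0.936. After each probe set was centred within arrays 1 to 96 and within the later ones, the ranks were 2, 17, 1, 8 and 36. Over all arrays 20967 probe sets had a variance above 0.2. This is at odds with the published methods, which took the variance over all samples, put every probe under that limit and removed none. Why the values differ is not known. Of the probe sets 5963 differed between arrays 1 to 96 and the later ones. The first principal component held 26.7% of the variance, and the array number split explained 11.3% of it. The split explained 27.6% of the fifth, which held only 1.29% of the variance. The 18 groups explained 13.8% of the first component, against 11.9% expected by chance, and 31.7% of the second, which held 6.89%.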
